A study of Zea mays subsp. mays x Zea mays subsp. mexicana with 20 samples. Its data were reported in "Teosinte Pollen Drive guides maize diversification and domestication by RNAi" (2024).

How the data were processed

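Pollen small RNA libraries came from 3 maize genotypes, Dcl2, dcl2T and dcl2-mu1, with 2 biological replicates each. Groups and replicate numbers were taken from the labels, and the columns of the table were matched to samples by name. The authors trimmed adapters with cutadapt and removed the short random identifier bases at both read ends. Whether reads were collapsed by these identifiers is not given in the sources used here. Reads from structural RNAs were filtered out with bowtie2, and the remaining reads were placed and grouped into clusters with ShortStack, using a minimum abundance for a cluster. The genome build of that alignment is not given in the sources used here, so coordinates are those of the deposited table and were matched to no annotation. The deposited values are raw counts of reads per cluster and library, with no normalization and with all read lengths together. Results here therefore concern whole clusters and cannot be divided by siRNA length. One further column holds the authors' count over all libraries. It equalled the sum of the 6 library columns in every cluster and was not used otherwise.

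Of the 85421 clusters in the table, 12311 had no read in any of the 6 libraries. Total counts ranged from 1950081 to 4920576 per library. CPM was computed on the total count of a library. A count of 0 in a genotype was given a floor of 3 counts over its 2 libraries for ratios, which came to between 0.323 and 0.497 CPM. Wilson 95% intervals were used for shares of counts in single libraries.

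Differences between genotypes were tested with edgeR 4.0.16 in R 4.3.3. Clusters were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, leaving 22558 clusters that held between 96.0% and 97.7% of the counts of a library. Library sizes were recomputed over these clusters and scaled with TMM factors, which ranged from 0.836 to 1.30. A quasi-likelihood model with 1 coefficient per genotype was fitted to all 6 libraries (glmQLFit, glmQLFTest), without a term for replicate number. P values were adjusted by the Benjamini-Hochberg method over all tested clusters. A cluster was called at an adjusted p of at most 0.01 and a log2 fold change of at least 2 in either direction, the thresholds of the study. Standard errors are approximate and were derived from the fold change and the F statistic. The common dispersion was 0.685, a biological coefficient of variation of 82.8%.

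The procedure was tested on simulated data for dcl2-mu1 against Dcl2, with 200 of 22558 clusters changed 8-fold or 32-fold. When changed clusters were drawn from all those tested, 16% were called, with 7 false calls, and 3 clusters were called between dcl2T and Dcl2, which were simulated without a change. When they were drawn from clusters with a mean of at least 50 CPM, 84% were called, with 4 false calls and 0 between dcl2T and Dcl2, by the same edgeR test. In these simulations the procedure therefore found changes mainly where clusters were abundant. Sequencing depth was not varied. In the data, the clusters called lower in dcl2-mu1 than in Dcl2 had a median of 42.8 in mean CPM.

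The clusters named were set by a rule fixed before the data were examined. For each of the 3 comparisons it took the 2 lower and the 2 higher called clusters with the largest mean CPM in which both libraries of one genotype lay beyond both of the other. Of clusters within 10 kb of each other in one comparison and direction, only the more abundant was named. The 3 clusters with the largest mean CPM overall were added. This gave 13 clusters. The rule also allowed for a gene and a hairpin studied by the authors, which are not reported here because the table names no genes.

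Detection was counted after thinning each library to 1950081 counts by random sampling without replacement. Shares and detected clusters were compared by exact two-sided permutation tests. Chromosomes were compared by two-sided Fisher's exact tests of called against tested clusters, adjusted over 60 tests. For the 2 comparisons against the same Dcl2 libraries, 20 sets of unchanged counts were simulated from the fitted means and dispersions. In the held-out comparison, 0.5 CPM was added to both values of a ratio. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps.

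The alternatives, fixed at the same time, were other scalings (library size alone, median-of-ratios (RLE) and upper-quartile factors), DESeq2 1.42.0, no filter or a filter of 5 CPM in 2 libraries, only the 2 genotypes compared, the replicate number as a block, thinned counts, other thresholds, a test against a 2-fold change, and each library left out in turn. TMM factors with library sizes over all clusters were added after the data were seen, as was leaving out libraries for shares, detection and chromosomes. The fertile, drive and sterile pollen and leaf samples of the series were not analysed here.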

Results

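Small RNA was sequenced from maize pollen of 3 genotypes with 2 libraries each. Dcl2 plants carried the functional allele of the gene for the Dicer-like protein DCL2, which cuts double-stranded RNA into short interfering RNAs (siRNAs). The dcl2T plants were homozygous for an allele from teosinte *mexicana* on the short arm of chromosome 5. The dcl2-mu1 plants were homozygous for an allele with a *Mu* transposon insertion in the leader of the gene, in the W22 background. The series held 20 samples, and the other 14 were not analysed here. The deposited table gave read counts at 85421 small RNA clusters, of which 84911 lay on the 10 chromosomes and 510 on unplaced scaffolds. A cluster here is a stretch of the genome in which reads piled up, with a median length of 790 bp. The table named clusters by number and position and paired none with a gene, so the labels were not checked on *Dcl2* itself, and no annotation is given for any cluster below.

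Total counts were 3966305 and 4392281 in the Dcl2 libraries, 4357765 and 4920576 in dcl2T, and 1950081 and 4083990 in dcl2-mu1. A single read was therefore worth between 0.203 and 0.513 CPM, the count scaled to a fixed library total, and the counts cover all read lengths together. In dcl2-mu1 replicate 1, 78.3% of all clusters had no read. That share was between 34.7% and 53.3% in the other 5 libraries, and between 43.3% and 57.7% after these were thinned to the total of dcl2-mu1 replicate 1. Across the 22558 clusters that passed the filter on low counts, log2 CPM of the 2 libraries of a genotype correlated with Pearson's r of 0.721 in Dcl2, 0.810 in dcl2T and 0.657 in dcl2-mu1. Among the 1093 clusters with a mean of at least 50 CPM, r was 0.930, 0.937 and 0.833. These values are across clusters, which are not independent replicates. No genotype held the same library deposited in duplicate, because counts differed between its 2 libraries by a chi-square of at least 111 per degree of freedom.

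**Figure D1:**
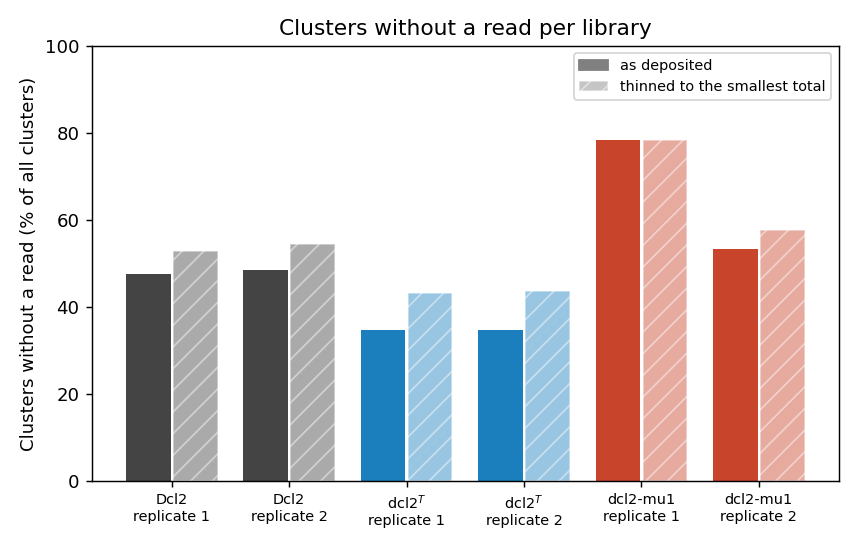
Bars give the percentage of the 85421 clusters without a read in each of the 6 libraries, as deposited (solid) and after random thinning of every library to the smallest total of 1950081 counts (hatched). The share in dcl2-mu1 replicate 1 was 78.3%, above the 57.7% of the next highest library at equal depth.

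The 10 most abundant clusters held 27.1% ± 1.19 (SD, n = 2) of the total count in Dcl2, 20.3% ± 0.889 (SD, n = 2) in dcl2T and 25.0% ± 1.57 (SD, n = 2) in dcl2-mu1. Both dcl2T libraries lay below all 4 others. With 2 libraries against 2, the exact two-sided permutation test cannot go below 0.33, and this was its value in all 3 comparisons. Taking the 100 most abundant clusters moved the shares most, to 60.7%, 55.1% and 56.8%. Of the 10 clusters, Cluster_66207 on chromosome 8 held 5.19% of the counts in Dcl2 and 1.06% in dcl2T. For Cluster_66205 on the same chromosome the shares were 3.81% and 0.799%. Not all of the 10 fell, as Cluster_62573 rose from 23826 to 29226 CPM. The lower share in dcl2T is thus not separate from the falls on chromosome 8 described below. At equal depth, 16396 ± 125 clusters (SD, n = 2) had at least 5 counts in Dcl2, 18836 ± 554 (SD, n = 2) in dcl2T and 15730 ± 1402 (SD, n = 2) in dcl2-mu1. The exact permutation p was 0.33 for dcl2T against either other genotype and 1 for dcl2-mu1 against Dcl2. The order depended on the limit: with at least 20 counts required, the mean was 5042 clusters in dcl2-mu1, 4186 in dcl2T and 3774 in Dcl2.

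The comparison of dcl2T with Dcl2 asked which clusters differ between plants with the *mexicana* allele and plants with the functional one. The study describes the *mexicana* allele as partially functional and as part of a longer *mexicana* interval. Effects of the allele and of other *mexicana* sequence in these plants cannot be told apart here. At a false discovery rate of 0.01 and a log2 fold change of at least 2 in either direction, edgeR called 2 clusters lower and 4 higher in dcl2T. The DESeq2 test moved the lower count most, to 75 with 53 higher, and leaving out the filter on low counts moved the higher count most, to 76 with 72 lower. Scaling by library size alone gave 3 lower and 10 higher, and TMM factors with library sizes over all clusters gave 0 lower, with 436 at an unadjusted p under 0.05, and 2 higher. At an unadjusted p under 0.05, edgeR counted 434 clusters lower and 483 higher. With either Dcl2 library left out edgeR called 0 clusters in both directions, beside 253 lower and 407 higher at an unadjusted p under 0.05 without replicate 1, and 236 and 364 without replicate 2. Without dcl2T replicate 1 the counts were 0 lower, with 276 at an unadjusted p under 0.05, and 2 higher, and without dcl2T replicate 2 they were 1 and 11. The median log2 fold change over all tested clusters was 0.07, and scaling by library size alone moved it by 0.16. In data simulated without a change between dcl2T and Dcl2, the same edgeR test called 3 clusters between them. It called 0 when the clusters changed in dcl2-mu1 were drawn from those with a mean of at least 50 CPM. Some of the few calls in dcl2T may therefore be false.

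Both lower clusters were among the most abundant in pollen. Cluster_66207 (chromosome 8, 32579531 to 32609201, in the coordinates of the deposited table) held 51910 ± 2860 CPM (SD, n = 2) in Dcl2, 10554 ± 89.8 (SD, n = 2) in dcl2T and 23020 ± 3768 (SD, n = 2) in dcl2-mu1. Its log2 fold change in dcl2T was -2.47 (SE 0.23), with an adjusted p of 0.00751 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cluster_36249 (chromosome 4, 117693135 to 117703803) fell from 13108 ± 217 CPM (SD, n = 2) to 2612 ± 172 (SD, n = 2), a log2 fold change of -2.49 (SE 0.24), with an adjusted p of 0.0083 in edgeR's test after Benjamini-Hochberg adjustment. In dcl2-mu1 it held 5333 ± 1292 CPM (SD, n = 2). Against Dcl2, the 2 clusters had log2 fold changes of -1.56 (SE 0.22) and -1.70 (SE 0.23) in dcl2-mu1. Both missed the log2 fold change of 2 required for a call there, and Cluster_66207 also missed the threshold on p, at an adjusted p of 0.011 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between dcl2-mu1 and dcl2T was 0.90 (SE 0.22) and 0.79 (SE 0.23) on the log2 scale, with adjusted p of 0.137 and 0.216 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over 6 fits with other scalings or DESeq2 included, these adjusted p ranged from 0.0076 to 0.306 for Cluster_66207 and from 0.0447 to 0.339 for Cluster_36249 in edgeR with Benjamini-Hochberg adjustment, lowest with library size alone, and neither reached a log2 difference of 2. Without Dcl2 replicate 1 or 2 the adjusted p in dcl2T was 0.587 or 0.542 for Cluster_66207 and 0.584 or 0.402 for Cluster_36249 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without dcl2T replicate 1 or 2 it was 0.0874 or 0.0751 for the first and 0.0796 or 0.0885 for the second in that edgeR test after Benjamini-Hochberg adjustment. Without dcl2-mu1 replicate 1 Cluster_36249 missed the call as well, at 0.0112 with the same edgeR test and Benjamini-Hochberg adjustment. Neither cluster was called lower in dcl2T when only the 2 genotypes were fitted, where edgeR called 1 other cluster. Neither was called with the filter of 5 CPM, with TMM factors and library sizes over all clusters, or in the test against a 2-fold change. Reads that align equally well to several places may be shared between such clusters, so their single values are uncertain.

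Of the 4 clusters higher in dcl2T, Cluster_26293 (chromosome 3, 104459965 to 104460160) held 379 ± 54.9 CPM (SD, n = 2) in dcl2T and had no read in the 4 other libraries. With a floor of 3 counts over the 2 Dcl2 libraries (0.359 CPM) it was at least 1055-fold higher, with an adjusted p of 0.00327 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cluster_2445 (chromosome 1, 53114841 to 53116920) rose from 5.37 ± 0.459 CPM (SD, n = 2) in Dcl2 to 128 ± 1.81 (SD, n = 2) in dcl2T and 200 ± 43.9 (SD, n = 2) in dcl2-mu1. Its log2 fold change was 4.41 (SE 0.36) in dcl2T and 4.82 (SE 0.37) in dcl2-mu1, with adjusted p of 0.00472 and 0.000487 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The remaining calls, named after their values were seen, were Cluster_54196 on chromosome 6 (98322752 to 98323949) and Cluster_41972 on chromosome 5 (1103903 to 1104113). Cluster_54196 held 119 ± 33.7 CPM (SD, n = 2) in dcl2T and 105 ± 4.72 (SD, n = 2) in dcl2-mu1, with no read in Dcl2, so that it was at least 330-fold higher in dcl2T. Cluster_41972 held 145 ± 1.78 CPM (SD, n = 2) in dcl2T and had no read elsewhere, at least 404-fold higher than in Dcl2. Of the 4 clusters, 3 thus had no read in Dcl2. Remaining *mexicana* sequence in the dcl2T plants could also give this and was not tested, although Cluster_54196 had reads in dcl2-mu1 as well. Without Dcl2 replicate 1 or 2 the adjusted p was 0.219 or 0.162 for Cluster_26293 and 0.296 or 0.397 for Cluster_2445 in dcl2T, and 0.0137 for Cluster_2445 without dcl2T replicate 1, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The intervals and floors given here cover counting error only, since amplified copies of a molecule are not independent.

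**Figure D2:**
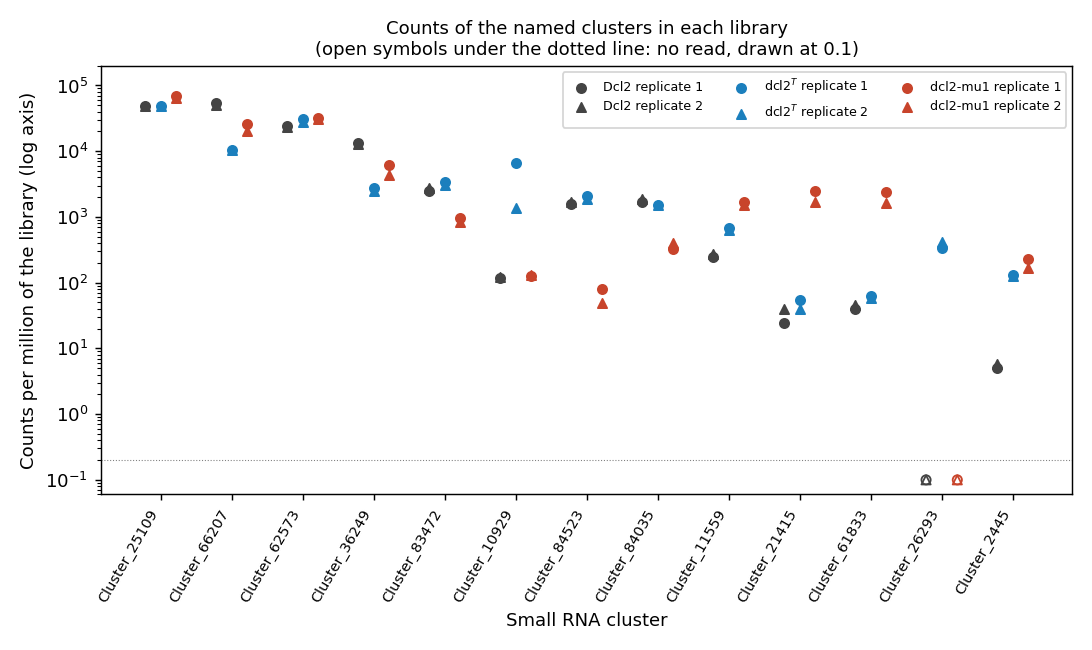
Points give the CPM (log axis) of the 13 named clusters in each of the 6 libraries, coloured by genotype, with circles for replicate 1 and triangles for replicate 2. Cluster_66207 and Cluster_36249 sit lowest in dcl2T, Cluster_84523 falls to a mean of 63.6 CPM in dcl2-mu1, and Cluster_26293 has reads in dcl2T only among these libraries.

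The insertion allele was compared with Dcl2 to look for clusters that may depend on DCL2. In dcl2-mu1, 42 clusters were called lower and 53 higher than in Dcl2. DESeq2 moved these counts most, to 417 lower and 275 higher, a share of higher calls of 39.7% in place of 55.8%. Scaling by library size alone gave 51 lower and 105 higher, or 67.3% higher, and moved the median log2 fold change over all tested clusters from -0.30 to 0.03. With either Dcl2 library left out edgeR called 0 clusters in both directions. At an unadjusted p under 0.05 there were then 1555 lower and 817 higher without replicate 1, and 1679 and 795 without replicate 2. Without dcl2-mu1 replicate 1 the counts were 23 lower and 37 higher, and without dcl2-mu1 replicate 2 they were 90 and 42. The median log2 fold change over all tested clusters was -1.58 in the latter, which leaves dcl2-mu1 replicate 1 as the only library of its genotype.

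The 42 lower clusters together held 1.54% ± 0.158 (SD, n = 2) of the counts in Dcl2, 1.54% ± 0.00939 (SD, n = 2) in dcl2T and 0.119% ± 0.0102 (SD, n = 2) in dcl2-mu1. They had no read in either dcl2-mu1 library in 19 cases. With these set at the floor of 3 counts over the 2 libraries (0.497 CPM), the median log2 ratio of mean CPM was -5.58. The most abundant were Cluster_84523 (chromosome 10, 143144995 to 143149789) and Cluster_84035 (chromosome 10, 133948831 to 133951863). Cluster_84523 fell from 1631 ± 80.5 CPM (SD, n = 2) in Dcl2 to 63.6 ± 21.7 (SD, n = 2) in dcl2-mu1, with 1966 ± 115 (SD, n = 2) in dcl2T. Its log2 fold change in dcl2-mu1 was -5.09 (SE 0.30), with an adjusted p of 9.78e-05 in edgeR's test after Benjamini-Hochberg adjustment. Cluster_84035 held 1755 ± 135 CPM (SD, n = 2) in Dcl2, 1510 ± 12.5 (SD, n = 2) in dcl2T and 361 ± 48.7 (SD, n = 2) in dcl2-mu1. Its log2 fold change in dcl2-mu1 was -2.62 (SE 0.30), and the adjusted p in the same edgeR test, with Benjamini-Hochberg adjustment, was 0.004. Without Dcl2 replicate 1 or 2 the adjusted p was 0.0189 or 0.0193 for Cluster_84523 and 0.115 or 0.116 for Cluster_84035, and 0.0136 for Cluster_84035 without dcl2-mu1 replicate 1, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

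The 53 higher clusters held 0.0966% ± 0.00273 (SD, n = 2) of the counts in Dcl2, 0.228% ± 0.00925 (SD, n = 2) in dcl2T and 2.14% ± 0.380 (SD, n = 2) in dcl2-mu1. Cluster_11559 (chromosome 1, 287046634 to 287049249) rose from 257 ± 18.3 CPM (SD, n = 2) in Dcl2 to 1593 ± 119 (SD, n = 2) in dcl2-mu1, with 655 ± 26.3 (SD, n = 2) in dcl2T. Its log2 fold change in dcl2-mu1 was 2.26 (SE 0.26), with an adjusted p of 0.00444 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cluster_21415 (chromosome 2, 222968835 to 222974755) rose from 32.5 ± 11.0 CPM (SD, n = 2) to 2083 ± 531 (SD, n = 2), a log2 fold change of 5.62 (SE 0.38), with an adjusted p of 0.00021 in edgeR's test after Benjamini-Hochberg adjustment. Without Dcl2 replicate 1 or 2 the adjusted p was 0.197 or 0.206 for Cluster_11559 and 0.0359 or 0.0279 for Cluster_21415, and without dcl2-mu1 replicate 2 it was 0.011 for Cluster_11559, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

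The direct comparison of the 2 mutant genotypes called 45 clusters lower and 37 higher in dcl2-mu1 than in dcl2T. Of the lower ones 33 were also lower in dcl2-mu1 than in Dcl2, and of the higher ones 34 were also higher. DESeq2 called 248 lower and 191 higher. The counts without Dcl2 replicate 1 were 8 lower and 7 higher, and 7 of each without Dcl2 replicate 2. Without dcl2T replicate 1 they were 30 and 9, and without replicate 2 of that genotype 35 and 7. Without dcl2-mu1 replicate 1 they were 20 and 18, and without dcl2-mu1 replicate 2 they were 54 and 18. Cluster_83472 (chromosome 10, 121825370 to 121833474) held 3192 ± 249 CPM (SD, n = 2) in dcl2T and 888 ± 83.3 (SD, n = 2) in dcl2-mu1, a log2 difference of -2.06 (SE 0.24), with an adjusted p of 0.00588 in edgeR's test after Benjamini-Hochberg adjustment. It was called in 3 of 10 alternatives. It missed the call with each of the 6 libraries left out in turn, at adjusted p from 0.0107 without dcl2-mu1 replicate 2 to 0.0758 without Dcl2 replicate 1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with library size alone, where the log2 difference was -1.85. Cluster_10929 (chromosome 1, 271470963 to 271476195) held 6520 CPM in dcl2T replicate 1 and 1373 CPM in dcl2T replicate 2, against 127 ± 3.12 (SD, n = 2) in dcl2-mu1 and 121 ± 2.79 (SD, n = 2) in Dcl2. Its log2 difference was -5.18 (SE 0.69), with an adjusted p of 0.00994 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its adjusted p was 0.0901 or 0.0867 without Dcl2 replicate 1 or 2 and 0.107 or 0.0313 without dcl2-mu1 replicate 1 or 2 in edgeR's test after Benjamini-Hochberg adjustment. Among the higher clusters, Cluster_21415 had a log2 difference of 5.23 (SE 0.37), and Cluster_61833 (chromosome 7, 115826095 to 115830018) rose from 60.2 ± 2.12 CPM (SD, n = 2) to 2006 ± 502 (SD, n = 2), a log2 difference of 4.82 (SE 0.29). The adjusted p values of the last 2 were 0.000304 and 0.000172 in edgeR's test after Benjamini-Hochberg adjustment, and both were called in 10 of 10 alternatives.

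Both mutant genotypes were compared against the same 2 Dcl2 libraries. No cluster was called lower in both by edgeR (0 shared), while 295 were lower in both at an unadjusted p under 0.05, and DESeq2 shared 62 lower calls. Higher calls were shared at 2 clusters, Cluster_2445 and Cluster_54196, the latter named after its values were seen, and DESeq2 shared 28. Without dcl2T replicate 2 or dcl2-mu1 replicate 2, 1 lower and 3 higher calls were shared, and without dcl2T replicate 1 a single higher call was. Across clusters, the log2 fold changes of the 2 comparisons correlated with Pearson's r of 0.470 and Spearman's rho of 0.398. In 20 simulations of unchanged groups sharing the Dcl2 libraries, Pearson's r averaged 0.503 and ranged from 0.491 to 0.518, all above the observed value. Without a Dcl2 library r was 0.644 (replicate 1) or 0.655 (replicate 2), and no higher call was shared by edgeR (0, while DESeq2 shared 28 on all libraries). With a different Dcl2 library for each genotype, r was 0.119 and 0.088.

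To measure reduction in libraries not used for selection, clusters at least 4-fold lower in one dcl2-mu1 library than in the Dcl2 library of the same number were followed in the remaining libraries. Selection on replicate 1 took 2681 of the 7344 clusters with at least 5 CPM in Dcl2. In dcl2-mu1 replicate 2 their median log2 ratio to Dcl2 replicate 2 was -0.49, against -0.11 for all 7344. In the dcl2T libraries the median was 0.01 and 0.11, equal to that of all 7344 to 2 decimals. These clusters took 4.99% of the counts in Dcl2 replicate 2, 2.25% in dcl2-mu1 replicate 2, and 4.99% and 4.55% in dcl2T. Selection on replicate 2 took 1505 of 7718 clusters. Their median log2 ratio to Dcl2 replicate 1 was -2.18 in dcl2-mu1 replicate 1, against -0.17 for all 7718, and -0.04 and 0 in dcl2T, against 0.20 and 0.32. They took 2.57% of the counts in Dcl2 replicate 1, 0.516% in dcl2-mu1 replicate 1, and 2.35% and 2.37% in dcl2T. Wilson 95% intervals of these 8 shares extend at most 0.0204 percentage points to either side. The shares in dcl2T depended on the limit. Clusters at least 2-fold lower took 24.4% of the counts in Dcl2 replicate 2 against 18.2% and 17.4% in dcl2T with selection on replicate 1, and 16.6% in Dcl2 replicate 1 against 8.10% and 7.94% in dcl2T with selection on replicate 2. The ratio in dcl2-mu1 replicate 1 includes the large share of clusters without a read in that library, and selecting at 20 CPM or more moved it most, to -3.80.

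The chromosomes of called clusters were compared with those of all tested clusters. Of the 42 clusters lower in dcl2-mu1 than in Dcl2, 18 (42.9%) lay on chromosome 10, which held 6.92% of tested clusters. The two-sided Fisher's exact test gave an odds ratio of 10.2 and an adjusted p of 5.14e-09 over 60 tests. Of the 45 clusters lower in dcl2-mu1 than in dcl2T, 17 (37.8%) lay there, with an adjusted p of 9.01e-08 in the same exact test. Counting each 1-Mb bin once gave 14 of 38 bins and an adjusted p of 3.29e-06 for the first of these. Neighbouring clusters are not independent. No other of the 60 tests reached an adjusted p of 0.05, those of chromosome 5, where *Dcl2* lies, included. The 2 lower and 4 higher clusters of dcl2T were too few to show an even distribution. Without dcl2T replicate 2, 8 of 11 clusters higher in dcl2T than in Dcl2 lay on chromosome 1, with an adjusted p of 0.00082 in Fisher's exact test after Benjamini-Hochberg adjustment, against 1 of 4 with all libraries. Without Dcl2 replicate 1, with 4 of 8 calls on chromosome 10 in the comparison with dcl2T, the adjusted p was 0.0765 in Fisher's exact test after Benjamini-Hochberg adjustment. With either Dcl2 library left out edgeR called no cluster lower than in Dcl2, and the first comparison could not be made.

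**Figure D3:**
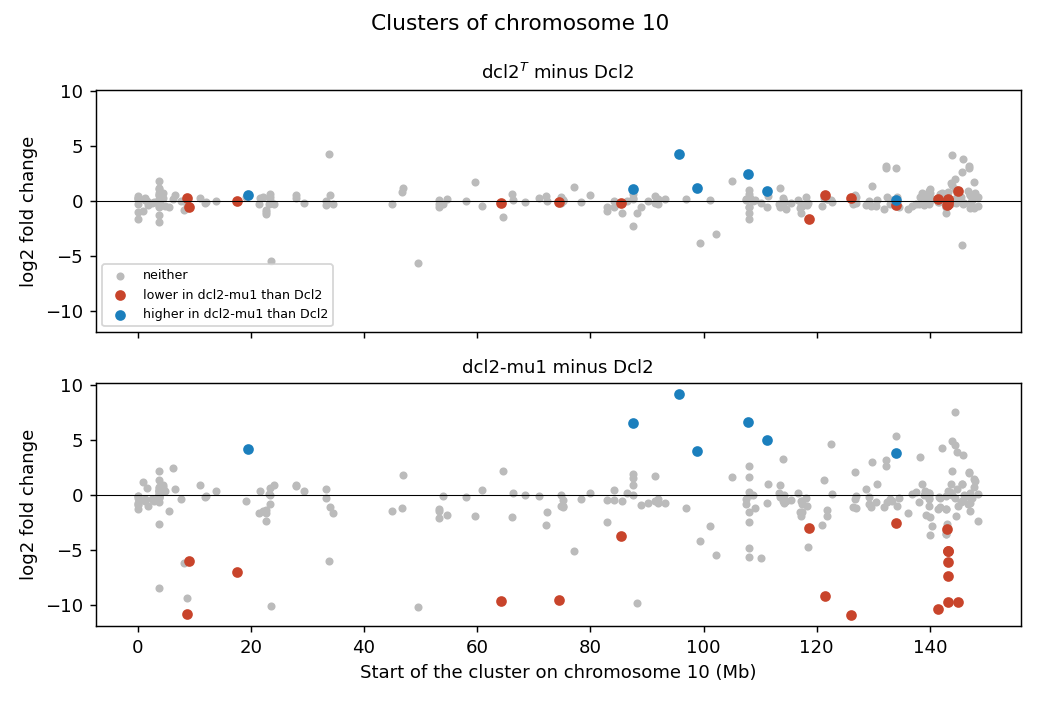
Each point is 1 of 265 clusters of chromosome 10 with a mean of at least 10 CPM, at its start (Mb) and its log2 fold change against Dcl2, in dcl2T (top) and dcl2-mu1 (bottom). The 18 clusters called lower in dcl2-mu1 (red) range from -10.97 to -2.62 there and from -1.63 to 0.85 in dcl2T, and 7 were called higher (blue). Fitted values of clusters without a read in a genotype depend on the prior count.

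The most abundant clusters over all libraries were Cluster_25109 (chromosome 3, 62552652 to 62561691), Cluster_66207 and Cluster_62573 (chromosome 7, 134137234 to 134144169). Cluster_25109 held 48666 ± 934 CPM (SD, n = 2) in Dcl2, 48438 ± 168 (SD, n = 2) in dcl2T and 66288 ± 3786 (SD, n = 2) in dcl2-mu1. Its log2 fold change was -0.17 (SE 0.22) in dcl2T and 0.07 (SE 0.22) in dcl2-mu1. Cluster_62573 held 23826 ± 1094 CPM (SD, n = 2) in Dcl2, 29226 ± 1642 (SD, n = 2) in dcl2T and 31410 ± 469 (SD, n = 2) in dcl2-mu1, with log2 fold changes of 0.13 (SE 0.23) and 0.03 (SE 0.23). None of these 4 differences exceeded the spread between replicates in the edgeR test. In CPM, however, both dcl2-mu1 libraries lay above both Dcl2 libraries for each cluster. For Cluster_62573 both dcl2T libraries did so as well, whereas for Cluster_25109 the dcl2T and Dcl2 libraries overlapped. The dcl2-mu1 values depended on the scaling. Of the scalings tried for them, library size alone moved them most, to 0.45 for Cluster_25109 and 0.40 for Cluster_62573, and median-of-ratios factors changed their sign, to -0.016 for Cluster_25109 and -0.060 for Cluster_62573. Without dcl2-mu1 replicate 2 they were -0.26 and -0.35, and without Dcl2 replicate 2 they were -0.12 and -0.18. Without Dcl2 replicate 2 the sign also changed for Cluster_62573 in dcl2T, to -0.020.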

Values the study reported

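The study reported 804 siRNA clusters of the 22-nt class that were specific to pollen. It stated that these clusters depended on Dcl2, with P below 0.0001, and that 22-nt siRNAs were fewer still in dcl2-mu1 than in dcl2T. Hairpin precursors were reported to give rise to 54.6% of the pollen-specific 22-nt species, and 28 loci producing hairpin siRNAs were counted. In pollen with the drive, 158 ectopic clusters of this class were reported.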

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

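TMM factors with library sizes over all clusters, and leaving out single libraries for shares, detection and chromosomes, were chosen after the data were seen, as were the held-out shares without 3 abundant clusters. The other alternatives were fixed before. In the order lower and higher, the counts of called clusters reported above were 2 and 4 for dcl2T against Dcl2, 42 and 53 for dcl2-mu1 against Dcl2, and 45 and 37 for dcl2-mu1 against dcl2T. Median-of-ratios and upper-quartile factors left all 6 counts within 1.5 times of these. With DESeq2 they were 75 and 53, 417 and 275, and 248 and 191. With no filter on low counts they were 72 and 76, 311 and 183, and 233 and 122. With at least 5 CPM required in 2 libraries they were 0 and 0, 26 and 42, and 26 and 29, over 10538 clusters, and edgeR found 313 lower and 301 higher at an unadjusted p under 0.05 in dcl2T. Scaling by library size alone gave 3 and 10, 51 and 105, and 52 and 62. Fitting only the 2 genotypes compared gave 1 and 5, 67 and 75, and 12 and 12, and the 1 lower cluster in dcl2T was neither of the 2 reported above. Thinned counts gave 3 and 9, 59 and 62, and 57 and 46. TMM factors with library sizes over all clusters gave 0 and 2, 38 and 42, and 30 and 20. The edgeR test against a 2-fold change gave 0 (341 at an unadjusted p under 0.05) and 4, 31 and 38, and 28 and 18. An adjusted p of 0.05 with no limit on the fold change gave 4 and 12, 170 and 152, and 101 and 91. For the filter and the looser threshold the construction changes how many clusters can be called. For the scalings and DESeq2 the cause was not tested. DESeq2, the unfiltered fit and the looser threshold called every cluster called above.

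The libraries of the 3 genotypes share the numbers 1 and 2. A fit with these numbers as a replicate block called 4 and 17, 98 and 107, and 76 and 69 clusters, with 1 shared lower and 9 shared higher calls. Deviations of replicate 1 from the genotype means correlated across clusters at 0.0044 for Dcl2 with dcl2T, -0.0081 for Dcl2 with dcl2-mu1 and -0.0122 for dcl2T with dcl2-mu1. Among clusters with a mean of at least 50 CPM the values were 0.201, -0.109 and -0.0274. The 3 pairs did not all deviate together in either set, although Dcl2 and dcl2T did so weakly, at 0.201, among the abundant clusters. The samples were therefore treated as sharing only a number. A pairing is not excluded by this, and why the block raised every count of calls was not tested.

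With single libraries left out, the counts ranged from 0 to 3 lower and from 0 to 11 higher for dcl2T against Dcl2, from 0 to 90 and from 0 to 60 for dcl2-mu1 against Dcl2, and from 7 to 54 and from 7 to 18 for dcl2-mu1 against dcl2T. The lone library is then assumed to vary like the other genotypes. The calls against Dcl2 needed both Dcl2 libraries, since leaving out either gave 0 in both directions. Leaving out dcl2-mu1 replicate 2 shifted the median log2 fold change against Dcl2 by -1.28, whereas leaving out dcl2-mu1 replicate 1 shifted it by 0.09. The TMM factor of dcl2-mu1 replicate 1 was 1.30, the highest of the 6.

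The named clusters were followed over 10 alternatives, namely library size alone, RLE factors, DESeq2, the block and each of 6 libraries left out. None of their 12 calls changed sign in these. RLE factors, DESeq2 and the block kept 12, and scaling by library size alone kept 11. Leaving out Dcl2 replicate 1 or 2 kept 2 in each case, Cluster_21415 and Cluster_61833 in dcl2-mu1 against dcl2T. Leaving out dcl2T replicate 1 or dcl2-mu1 replicate 1 kept 8, and leaving out replicate 2 of either kept 9. The log2 fold change of Cluster_66207 in dcl2T ranged from -2.62 to -2.30, and its adjusted p from 5.37e-17 with DESeq2 to 0.587 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a library left out. Neither abundant cluster without a call kept its sign in dcl2-mu1. With single libraries left out, the log2 fold change of Cluster_25109 in dcl2-mu1 ranged from -0.26 to 0.17, and that of Cluster_62573 from -0.020 to 0.23 in dcl2T and from -0.35 to 0.17 in dcl2-mu1. Cluster_25109 in dcl2-mu1 turned to -0.016 with RLE factors and with DESeq2, to -0.12 without Dcl2 replicate 2 and to -0.26 without dcl2-mu1 replicate 2. Cluster_62573 turned to -0.060 with RLE factors and with DESeq2, to -0.18 without Dcl2 replicate 2 and to -0.35 without dcl2-mu1 replicate 2, and in dcl2T to -0.020 without Dcl2 replicate 2.

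Shared higher calls were 5 with library size alone and 0 with the filter of 5 CPM, and shared calls ranged from 0 to 1 lower and from 0 to 3 higher with libraries left out. The correlation of the 2 comparisons was 0.501 with the filter of 5 CPM and 0.119 and 0.088 with no shared control, and ranged from 0.324 to 0.655 with libraries left out. The concentration on chromosome 10 held its side of the threshold with 1-Mb bins, the filter of 5 CPM and library size alone. The exception was the comparison with dcl2T without Dcl2 replicate 1, at an adjusted p of 0.0765 in Fisher's exact test with Benjamini-Hochberg adjustment. Over single libraries left out, its share ranged from 24.4% to 47.8% of clusters lower than in Dcl2 and from 25.9% to 57.1% of those lower than in dcl2T. The number of chromosome tests past 0.05 ranged from 0 to 3. It was 3 without dcl2T replicate 2, where 8 of 11 clusters higher in dcl2T lay on chromosome 1, 0 without Dcl2 replicate 1 and 1 without Dcl2 replicate 2, where the calls against Dcl2 were absent.

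The 100 most abundant clusters held 60.7% of counts in Dcl2, 55.1% in dcl2T and 56.8% in dcl2-mu1. Without thinning, 27660, 34560 and 20464 clusters were detected. At 1 count the numbers were 39528, 48332 and 27330, and at 20 counts 3774, 4186 and 5042. For held-out clusters chosen at 20 CPM or more, the median log2 ratio was -3.80 in dcl2-mu1 replicate 1. The dcl2T means were -0.076 with selection on replicate 1 and -0.39 with selection on replicate 2. Selection on replicate 2 gave dcl2T medians of -0.51 and -0.27 for 190 clusters, against 0.18 and 0.33 for all 2118. Selection on replicate 1 gave -0.076 in each dcl2T library for 291 clusters, against -0.096 and 0.004 for all 1902. Only the clusters selected on replicate 2 thus lay below the background in both dcl2T libraries. A pseudocount of 0.1 CPM gave -3.77 in dcl2-mu1 replicate 1. With selection on replicate 2, a 2-fold limit gave 0.043 in dcl2T and TMM-scaled CPM gave -0.13. With the 2-fold limit, the 3 clusters Cluster_36249, Cluster_66205 and Cluster_66207 were among those selected on either replicate. Without them the shares of counts were 14.7% in Dcl2 replicate 2 against 16.1% and 15.3% in dcl2T, and 5.74% in Dcl2 replicate 1 against 5.97% and 5.84% in dcl2T, with Wilson 95% intervals of at most 0.0402 percentage points to either side. The lower shares of dcl2T at that limit therefore rested on these 3 clusters. Depth limits what can be seen at low abundance, where 1 read of dcl2-mu1 replicate 1 is worth 0.513 CPM. Thinning every library to its total lowered none of the 6 counts of called clusters.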

Other observations

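The tests of depth, of the chromosome 10 placement by random draws, of its extent and of its difference from dcl2T, of 1-Mb bins, of the chromosome 1 segments, of scaling and of counting noise were chosen only after the result was seen. No test here used sequence, since no genome was used.

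Replicate 1 of dcl2-mu1 had reads at fewer clusters than any other library, with 78.3% of clusters empty. Depth alone is argued against, because the other 5 libraries thinned to the same total left at most 57.7% empty. A loss of reads from sparse clusters is argued against as well. The 41929 clusters with 0.5 to 5 CPM in dcl2T held 6.72% of its counts, which was 113% of the mean share in the Dcl2 libraries and dcl2-mu1 replicate 2, although only 42.9% as many of them had a read at equal depth. Where such a cluster had a read, the mean count was 12.9, against 3.93 to 5.77 in the other libraries at equal depth. A candidate explanation is that this library started from fewer molecules, whose amplified copies were then counted. The other dcl2-mu1 library had 5.77, the highest of the remaining 5, so a part due to genotype was not excluded. If this holds, low counts in replicate 1 are less precise than their number of reads implies.

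The clusters lower in dcl2-mu1 than in Dcl2 concentrated on chromosome 10, with 18 of 42 there. An effect spread like the tested clusters is argued against, since 10000 draws matched on mean CPM put at most 12 there and 3.46 on average. A single short segment is argued against too, because the 18 clusters spanned 136 Mb, from 8711586 to 145030136, although 6 of them lay between 142 and 144 Mb. A segment that covers most of the chromosome is not excluded by this. Of the 18 clusters, 16 were also called lower in dcl2-mu1 than in dcl2T, which argues against the loss of a DCL2 activity that both mutants lack as the whole cause. The same held for 33 of all 42 lower clusters, so it is not particular to chromosome 10. Both comparisons also share the dcl2-mu1 libraries. In dcl2T against Dcl2 the clusters of chromosome 10 went both ways, with 10 of 18 below 0, a median log2 fold change of -0.019 and a range from -1.63 to 0.85. Of the 18, 8 had no read in either dcl2-mu1 library. A different chromosome 10 haplotype in the dcl2-mu1 plants, whose reads might not align to the reference at these places, stays open. Among clusters with a mean of at least 10 CPM that were not called, those of chromosome 10 were at least 4-fold lower in 12.9% of 240 cases, against 3.34% to 6.33% on other chromosomes, while in dcl2T the share was 2.26% on chromosome 10 and also 2.26% on chromosome 4, the next highest. The insertion allele and the rest of the genome of these plants cannot be told apart in 2 libraries of 1 line. A dependence of these clusters on DCL2 that dcl2T retains is the biological alternative and was not tested.

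Clusters with a mean of at least 10 CPM were also taken that stood at least 8-fold apart in both libraries of a genotype from the 4 others. Counted singly, 2 of 60 Fisher's exact tests passed a Benjamini-Hochberg adjusted p of 0.05. They were the clusters lower in dcl2-mu1 on chromosome 10 (20 of 49, adjusted p 6.82e-10) and those higher in dcl2T on chromosome 1 (9 of 12, adjusted p 0.000149). Neighbouring clusters are not independent. With each 1-Mb bin counted once, 1 of 60 of these exact tests passed, for dcl2-mu1 on chromosome 10 (14 of 43 bins, adjusted p 4.54e-06), which argues against an even spread over chromosomes. The chromosome 1 excess in dcl2T did not pass, with 4 of 7 bins and an adjusted p of 0.255 in the exact test. No cluster stood apart as lower in dcl2T.

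Of the 9 chromosome 1 clusters, 7 lay within 100 kb of another, in segments from 2829843 to 2850706 and from 271437619 to 271476195. The first segment summed to 11669 CPM in dcl2T replicate 1 and 2563 CPM in dcl2T replicate 2, against 108 ± 41.3 CPM (SD, n = 2) in Dcl2 and 55.6 ± 26.4 (SD, n = 2) in dcl2-mu1. The second summed to 9553 and 2074 CPM in dcl2T, against 162 ± 2.56 (SD, n = 2) in Dcl2 and 148 ± 13.8 (SD, n = 2) in dcl2-mu1. The libraries of dcl2T differed by 4.55-fold in the first and 4.61-fold in the second, although the segments lie at opposite ends of the chromosome. Of the explanations, one or a few short segments in which the dcl2T plants differ, such as remaining *mexicana* sequence, could give this, as could 1 transcript that spans several clusters or reads shared between both segments. These cannot be told apart without the sequence, and the count of 7 would arise under each.

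Cluster_66207 and Cluster_36249 fell more in dcl2T than in dcl2-mu1, although neither difference between the mutants passed both thresholds in any of 6 fits. The adjusted p depended on the fit. For Cluster_66207 it ranged from 0.0076 with library size alone, at a log2 difference of 1.13, to 0.306 with TMM factors and library sizes over all clusters. For Cluster_36249 it ranged from 0.0447 to 0.339 in the same edgeR quasi-likelihood tests with Benjamini-Hochberg adjustment. DESeq2 gave 0.0192 and 0.0625 with Benjamini-Hochberg adjustment. Cluster_66205, a neighbour of the first on chromosome 8 (32541762 to 32562866) noticed after its values were seen, behaved alike, with log2 fold changes of -2.42 in dcl2T and -1.81 in dcl2-mu1. Together the 3 clusters held 10.3% ± 0.778 (SD, n = 2) of the counts in Dcl2, 2.12% ± 0.0217 (SD, n = 2) in dcl2T and 4.26% ± 0.700 (SD, n = 2) in dcl2-mu1. The scaling of libraries is argued against, because the log2 difference between dcl2-mu1 and dcl2T stayed at 0.72 or above for both called clusters over 6 fits. Of 165 clusters with a mean of at least 1000 CPM, 4 were at least 2-fold lower in dcl2T and 38 in dcl2-mu1. The SD of the log2 ratio of Cluster_36249 and Cluster_66207 over the 6 libraries was 0.099, and 2.00% of the 13530 pairs of such clusters were as tight. For Cluster_66205 it was 0.13 with Cluster_36249 and 0.15 with Cluster_66207, and 4.32% and 5.70% of pairs were as tight. The 3 clusters were chosen for falling together, which favours tight ratios. A pool of reads placed on near-identical loci is a candidate explanation for this. The proportions of the 3 clusters differed between libraries by a chi-square of 207 per degree of freedom, but replicates of a genotype differ beyond counting error too, so that value cannot decide. That both alleles lower a common hairpin or double-stranded precursor, the mexicana allele more so, is the biological reading and was not tested. Against the hairpin part, the study counted no hairpin locus on chromosome 4, where Cluster_36249 lies. It also cited changes in the protein domain altered in dcl2T as affecting double-stranded RNA rather than hairpins. The order of the mutants is opposite to that of the siRNA class that the study reported as fewer in dcl2-mu1. The counts here cover all read lengths together.

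In 26 cases a cluster had at least 100 CPM in 1 library of a genotype and no read in the other. Counting noise is argued against for 16 of them, since the empty library was expected to hold at least 398 counts. In the other 10 the empty library was dcl2-mu1 replicate 1, with at least 239 counts expected. Its reads may be copies of few molecules, but divided by the 12.9 counts that a sparse cluster with a read held there, at least 18.5 remain. Chance in the counting is therefore argued against for these too, if copies were as many as in sparse clusters. The lowest expected counts follow from the limit of 100 CPM used to choose the cases. Variation between replicates beyond counting error is not addressed by them. Linked segregation between the plants remains open. Counted within the same pair of libraries, 2 of the 26 lay within 1 Mb of another, and 205 of 1000 random draws gave as many. These 2 were Cluster_41969 and Cluster_41970 in dcl2-mu1, chosen after their values were seen. The 26 are too few to decide, and 14 of them were in dcl2-mu1. On chromosome 5 lay 3 of 6 cases with dcl2T replicate 1 empty and 0 of 3 with dcl2T replicate 2 empty. For dcl2-mu1 these were 2 of 10 and 1 of 4, and for Dcl2 1 of 2 and 0 of 1. Chromosome 5 held 10.6% of tested clusters, and an excess there was not tested. Near the end of chromosome 5, between 1075414 and 1104113, 4 neighbouring clusters were present in some libraries and absent or nearly so in others, 3 of them within a genotype in the way described. Cluster_41970 held 1141 and 958 CPM in the Dcl2 libraries, 1.38 and 2.24 in dcl2T, and 0 and 732 in dcl2-mu1. Cluster_41971 held 334 and 247 CPM in Dcl2, 0 and 152 in dcl2T, and 0 and 0.245 in dcl2-mu1. Cluster_41969 had no read in dcl2-mu1 replicate 1 and 242 CPM in replicate 2, and Cluster_41972 had reads in both dcl2T libraries but in none of the 4 others. Segments that differ between single plants may contribute here, and whether they do was not tested with sequence.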
